# Zebrafish Chromosome 14 Gene Differential Expression in the *fmr1*^*hu*2787^ Model of Fragile X Syndrome

**DOI:** 10.3389/fgene.2021.625466

**Published:** 2021-05-31

**Authors:** Karissa Barthelson, Lachlan Baer, Yang Dong, Melanie Hand, Zac Pujic, Morgan Newman, Geoffrey J. Goodhill, Robert I. Richards, Stephen M. Pederson, Michael Lardelli

**Keywords:** fragile X syndrome, zebrafish, transcriptional adaptation, transcriptome analysis, FMR1, chromosome evolution, linkage disequilibrium, homeostasis

## Abstract

Zebrafish represent a valuable model for investigating the molecular and cellular basis of Fragile X syndrome (FXS). Reduced expression of the zebrafish *FMR1* orthologous gene, *fmr1*, causes developmental and behavioural phenotypes related to FXS. Zebrafish homozygous for the hu2787 non-sense mutation allele of *fmr1* are widely used to model FXS, although FXS-relevant phenotypes seen from morpholino antisense oligonucleotide (morpholino) suppression of *fmr1* transcript translation were not observed when hu2787 was first described. The subsequent discovery of transcriptional adaptation (a form of genetic compensation), whereby mutations causing non-sense-mediated decay of transcripts can drive compensatory upregulation of homologous transcripts independent of protein feedback loops, suggested an explanation for the differences reported. We examined the whole-embryo transcriptome effects of homozygosity for *fmr1^*hu*2787^* at 2 days post fertilisation. We observed statistically significant changes in expression of a number of gene transcripts, but none from genes showing sequence homology to *fmr1*. Enrichment testing of differentially expressed genes implied effects on lysosome function and glycosphingolipid biosynthesis. The majority of the differentially expressed genes are located, like *fmr1*, on Chromosome 14. Quantitative PCR tests did not support that this was artefactual due to changes in relative chromosome abundance. Enrichment testing of the “leading edge” differentially expressed genes from Chromosome 14 revealed that their co-location on this chromosome may be associated with roles in brain development and function. The differential expression of functionally related genes due to mutation of *fmr1*, and located on the same chromosome as *fmr1*, is consistent with R.A. Fisher’s assertion that the selective advantage of co-segregation of particular combinations of alleles of genes will favour, during evolution, chromosomal rearrangements that place them in linkage disequilibrium on the same chromosome. However, we cannot exclude that the apparent differential expression of genes on Chromosome 14 genes was, (if only in part), caused by differences between the expression of alleles of genes unrelated to the effects of the *fmr1^*hu*2787^* mutation and made manifest due to the limited, but non-zero, allelic diversity between the genotypes compared.

## Background

Fragile X Syndrome (FXS) is an X-chromosome-linked form of human inherited intellectual disability affecting, on a pan-ethnic basis, approximately 1 in every 2,400 male foetuses (Owens et al., 2018). (As females are diploid for the X-chromosome, the proportion of female foetuses affected is far lower.) FXS most commonly arises due to expansion of a CGG trinucleotide repeat sequence in the human *FMR1* gene that codes for an RNA-binding protein involved in multiple aspects of RNA metabolism (Salcedo-Arellano et al., 2020). The trinucleotide repeat expansion promotes methylation and repression of *FMR1* transcription (Pieretti et al., 1991). However, other forms of mutation that reduce gene expression can cause the syndrome (Quan et al., 1995; Hammond et al., 1997). The syndrome includes non-cognitive features such as craniofacial changes, macroorchidism, and abnormalities of connective tissue, blood, and pigmentation (reviewed by Salcedo-Arellano et al., 2020). The syndrome is complicated by the existence of subtle cognitive effects due to limited expansion of the trinucleotide repeat known as a “premutation” (Salcedo-Arellano et al., 2020). The syndrome also displays the phenomenon of anticipation whereby phenotype severity increases in successive generations due to expansion of the trinucleotide repeat beyond a premutation range (Sutherland et al., 1991).

Numerous models of FXS in animals as divergent as *Drosophila* and mice have been constructed to facilitate research where access to human brain material is restricted or not possible (reviewed in Dahlhaus, 2018). As expected, all these models have their limitations. For example, mouse models of trinucleotide repeat expansion in the *Fmr1* gene show reduced FMRP protein expression but do not show increased methylation or reduced mRNA levels (Brouwer et al., 2007). For this reason, research is dominated by null mutation models and, conveniently, the mouse *Fmr1* gene is located on the mouse X-chromosome. Mouse *Fmr1* gene knockout models show effects on cognition, postsynaptic dendritic spines, craniofacial changes, and macroorchidism (The Dutch-Belgian Fragile X Consorthium, 1994; Kooy et al., 1996; Heulens et al., 2013; Dahlhaus, 2018). Mouse and zebrafish models of *FMR1* mutation have revealed impaired processing of visual (Goel et al., 2018) and auditory (Constantin et al., 2020) information, respectively, and are systems in which testing of therapeutics offers hope of ameliorating FXS (Chen et al., 2011; Dinday and Baraban, 2015; Wiley et al., 2017; Goel et al., 2018).

In zebrafish, the *FMR1* orthologous gene, *fmr1*, is autosomal so that analysis of loss-of-function phenotypes requires examination of homozygous mutants or embryos injected with morpholino antisense oligonucleotides (morphants). We published the first analysis of *fmr1* morphant zebrafish embryos in 2006 (Tucker et al., 2006). We described changes in axonal branching that could be rescued by treatment with the mGluR antagonist 2-methyl-6-(phenylethynyl)pyridine (MPEP), similar to observations of mGluR effects in mouse and *Drosophila* analyses of *FMR1* activities. We also described changes in craniofacial structure in zebrafish *fmr1* morphants. Subsequently, den Broeder and colleagues described isolation of a null mutation in *fmr1*, allele hu2787, from a TILLING (targeted induced local lesions in genomes) mutation screen (den Broeder et al., 2009). They did not observe neurite branching or craniofacial defects (or any other *FMR1*-related phenotypes) and asserted their model to be superior to analysis of *fmr1* morphants, arguing that the morphant phenotypes were likely artefactual. Analysis of the *fmr1*^*hu*2787^ mutant now dominates FXS modelling in zebrafish and, fortunately, subsequent analyses of this mutant have described numerous syndrome-relevant phenotypes (Ng et al., 2013; Shamay-Ramot et al., 2015; Marsden et al., 2018; Constantin et al., 2020).

Kok et al. (2015) summarised the puzzling, frequent discordance between phenotypes caused by gene mutations compared to morphant phenotypes caused by reduction of gene expression due to injection of morpholinos. Rossi et al. (2015), then described the phenomenon of “genetic compensation” (now referred to as “transcriptional adaptation” Kontarakis and Stainier, 2020) as contributing to this discordance. As elaborated in a subsequent paper from that laboratory (El-Brolosy et al., 2019), non-sense-medicated decay (NMD) of transcripts with premature termination codons can (in a manner independent of protein feedback loops) increase the abundance of transcripts of genes with homologous sequences that, presumably, are partially functionally redundant and ameliorate the effects of the mutation. The discovery of this phenomenon raises questions regarding the definition of “null” mutant phenotypes and reveals that reducing gene expression using morpholinos may, in some cases, provide more focussed functional effects at the molecular level that are simpler to interpret than those caused by mutations inducing NMD.

During the billions of years of biological evolution on Earth, there has been enormous selective pressure for the development of robustly stable cellular/physiological systems (homeostasis) that can survive and reproduce in the face of constant environmental and genetic change (mutation). Transcriptional adaptation is one example of a broadly acting homeostatic mechanism. Transcriptome analysis can reveal the genome-wide effects of mutations in particular genes. When a mutated gene normally functions in cellular systems controlling transcription or transcript stability, some of the consequent, genome-wide changes in transcript abundance or structure (“differential expression” of genes) may represent the direct, deleterious effects of the mutation on gene expression. However, the majority of gene expression changes detected in transcriptome analysis likely represent homeostatic responses to maintain the cellular/physiological functions in which the mutated gene normally acts.

We were curious to investigate the effects of *fmr1* mutation on gene expression and whether the homeostatic transcriptional adaptation phenomenon (detected as increased abundance of transcripts from genes containing homologous sequences) might contribute to the reported relatively milder phenotype of homozygosity for the hu2787 mutant allele of *fmr1* compared to that reported for morpholino-injected embryos. Therefore, we compared the transcriptomes of batches of entire 2 days post fertilisation (dpf) embryos homozygous for the hu2787 allele with those of batches of wild type embryos of the same age. This age was selected as a time when *fmr1* is known to be expressed (Thisse and Thisse, 2004; van ’t Padje et al., 2005) and near the end of embryogenesis (Kimmel et al., 1995) but within the developmental interval examined in the den Broeder and Tucker et al papers (Tucker et al., 2006; den Broeder et al., 2009). We observed statistically significant changes in transcript levels for *fmr1* and 20 other genes. However, significantly altered expression of transcripts from genes containing sequences with homology to the *fmr1* transcript were not observed. Curiously, 12 of the 21 genes observed to be differentially expressed, including *fmr1*, are located on Chromosome 14. Bioinformatic analysis of gene expression in the hu2787 homozygous embryos implied effects on lysosomal function and glycosphingolipid biosynthesis consistent with observations in mouse models of *Fmr1* mutation. This suggests that the colocation of genes on Chromosome 14 affected by the *fmr1*^*hu*2787^ mutation may be associated with their coaction with *fmr1* in brain development and function. The differential expression of functionally related genes located on the same chromosome as *fmr1* is consistent with R.A. Fisher’s assertion that the selective advantage of co-segregation of particular combinations of alleles of genes will favour evolutionary chromosomal rearrangements that place them in linkage disequilibrium on the same chromosome. However, due to the structure of the mating scheme used to produce the batches of homozygous mutant and wild type embryos examined, we cannot exclude that some of the apparent differential gene expression observed reflects the differential expression of different alleles of genes and is unrelated to any effects of the *fmr1*^*hu*2787^ mutation.

## Materials and Methods

### Collection of Zebrafish Embryos

The *fmr1^*hu*2787^* mutation was originally described by den Broeder et al. (2009). All the zebrafish embryos used in this work were descendants of a population of *fmr1^*hu*2787^* heterozygous and homozygous zebrafish larvae imported from the laboratory of Howard Sirotkin. Heterozygous individuals selected from this population were crossed to produce homozygous, heterozygous and non-mutant (*fmr1*^+/+^) progeny. From these progeny, pairs of homozygous and non-mutant fish were mated to produce the clutches of embryos used for transcriptome analysis. Each clutch was derived from a different pair of parents. At 2 dpf, embryos were dechorionated in E3 embryo medium and then chilled on ice for 15 min. The E3 medium was then removed and approximately 100 embryos were added to 5 volumes of RNAlater^TM^ Stabilisation Solution (Invitrogen, Carlsbad, CA, United States) at 4°C, chilled on ice for 1 h, and then stored overnight at 4°C. The tissue was then stored at −20°C until purification of RNA or DNA.

The recessive w2 allele of the gene *mifta* (*nacre*) (Lister et al., 1999) was subsequently discovered to have been present (in a heterozygous state) in some individuals of the original, imported population and was present in some of the clutches of embryos examined. None of the parents of the clutches used for transcriptome analysis were homozygous for the w2 allele. *Post hoc* analysis showed that the presence of this allele did not greatly affect the transcriptome analysis (see Supplemental Data File 2). Some of the *fmr1^*hu*2787/hu2787^* parents used to produce embryos for qPCR analysis of relative chromosome copy number were also homozygous for the w2 allele of *mitfa*, but any *mitfa^*w*2^*^/^*^*w*2^* embryos (i.e., lacking melanotic pigmentation) were removed from these clutches before analysis.

### RNA Extraction From Larval Clutches

Total RNA was isolated from four *fmr1* homozygous mutant clutches (labelled “S2,” “S4,” “S5,” “S8”) and four wild type clutches (“A,” “D,” “G,” “L”) of 2 dpf embryos using the *mir*Vana miRNA isolation kit (Thermo Fisher Scientific Inc., Waltham, MA United States). A sample size of *n* = 4 was chosen based on our experience with transcriptome analyses of zebrafish brains (Newman et al., 2019; Hin et al., 2020a,b). RNA isolation was performed according to the manufacturer’s protocol. First, the larval clutch was lysed in a denaturing lysis solution. The lysate was then extracted once with acid-phenol:chloroform leaving a semi-pure RNA sample. The sample was then purified further over a glass-fibre filter to yield total RNA. DNases were removed from the RNA samples using a DNA-free^TM^ kit (Ambion, Austin, TX, United States). To prevent degradation of samples prior to RNA sequencing, RNA was stabilised using RNAstable (Biomatrica, San Diego, CA, United States) as per the manufacturer’s protocol. Briefly, RNA was resuspended in DEPC-treated water, applied directly into an RNAstable tube and dried with a vacuum concentrator. Total RNA was then delivered to Novogene (Hong Kong, China) to assess RNA quality and for subsequent RNA sequencing.

### RNA-seq Analysis

Strand-specific, paired end (150 bp insert), polyA + library preparation and RNA sequencing (RNA-seq) was conducted by Novogene using the Illumina HiSeq 4000 platform (Illumina Inc., San Diego, CA, United States). Base-calling was performed using Illumina Casava (v1.8). We evaluated the quality of the supplied demultiplexed fastq files by fastQC (Andrews, 2010) and ngsReports (Ward et al., 2019). We then pre-processed the reads before alignment by removing adapters from any reads derived from RNA fragments less than 300 bp, removing bases from the ends of reads when the quality score fell below 20, and discarding reads less than 35 bp in length after trimming of adapters using AdapterRemoval v2.2.1 (Schubert et al., 2016). The remaining reads were then aligned to the zebrafish genome [Ensembl Release 94 (GRCz11)] using STAR v2.5.3a (Dobin et al., 2013). Aligned reads were counted using featureCounts from the Subread package (v1.5.2) (Liao et al., 2014) only if they were unique and mapped to strictly exonic regions.

### Gene Differential Expression and Gene Set Enrichment Analyses

Analysis of count data was performed using R (Zhao and Tan, 2006). We only retained genes which had more than 1 count in 4 or more of the 8 RNA-seq libraries, leaving 18,280 genes for downstream analysis. 

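The deposited table gave counts for 32057 genes on 26 chromosomes. More than 1 count in at least 4 of the 8 libraries was found for 23567 genes, and these were the genes tested here. A filter on more than 1 CPM in at least 4 libraries retained 18280 genes, the number the paper gives, and edgeR's filterByExpr retained 20749.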

We performed differential gene expression analysis using the generalised linear model capabilities and likelihood-ratio tests from the package edgeR (Robinson et al., 2010), after calculation of normalisation offsets using Conditional Quantile Normalisation (Hansen et al., 2012). We considered genes to be differentially expressed (DE) due to homozygosity for the hu2787 allele of *fmr1* if the false discovery rate (FDR)-adjusted *p*-value was less than 0.05. Complete results of this differential expression analysis are shown in Supplementary Data File 1. We tested for over-representation of pre-defined gene sets within the DE genes using goseq (Young et al., 2010), using a weighted average GC content as input for the probability weighting function (PWF). The gene sets we used were the KEGG (v7.1) and HALLMARK (v7.1) gene sets available from MSigDB (Liberzon et al., 2011). We downloaded the gene sets as a .gmt file with human Entrez gene identifiers and converted these to zebrafish Ensembl IDs using a mapping file downloaded from BioMart (Smedley et al., 2015). We also tested whether there was over-representation of genes on any of the 26 chromosomes (i.e. including the mitochondrial chromosome) in the DE gene lists with goseq. We considered a gene set to be over-represented in the DE genes if the Bonferroni-adjusted *p*-value was < 0.05.

To obtain a more complete view on the changes to gene expression due to *fmr1* genotype, we performed the self-contained, fast rotation gene set testing method fry (Wu et al., 2010) on the cqn-adjusted logCPM values.

### Implementation of the *RNAseq Short Variant Discovery (SNPs* + *Indels)* Workflow

Variant calls were generated for each sample at sites across the genome where there was sufficient evidence for a non-reference nucleotide in at least one sample. Variants were determined based on the Genome Analysis Toolkit (GATK) best practices workflow (Van der Auwera and O’Connor, 2020) for *RNAseq short variant discovery (SNPs + Indels)*. Briefly, trimmed reads were aligned to the GRCz11 (Ensembl release 94) genome using STAR v2.7.7a (Dobin et al., 2013) two-pass mode to achieve better alignments around novel splice junctions. PCR duplicates were marked using Picard (Broad Institute, (n.d.), see References) such that only independent observations were counted, and reads that spanned introns were split into multiple supplementary alignments with the GATK v4.2 (Van der Auwera and O’Connor, 2020) SplitNCigar tool to allow for downstream processing. Before base quality score recalibration, a set of known variants was generated by the bootstrapping method described in GATK’s best practices. This involved an initial round of variant calling with the GATK v4.2 HaplotypeCaller tool on the unrecalibrated alignments. Variants with a minimum phred-scaled confidence threshold of 20 were assigned as the set of known variants for base recalibration, which was achieved with the GATK v4.2 BaseRecalibrator tool. A final round of HaplotypeCaller was run on the recalibrated alignments and the resulting variant calls were filtered based on GATK’s recommended specific hard filters (phred-scaled *p*-value using Fisher’s exact test for strand bias (FS) > 30, variant confidence/quality by depth (QD) > 2). Lastly, variants were selected for only single nucleotide polymorphisms using the GATK v4.2 SelectVariants tool. See also Supplementary Data File 4.

### Analyses to Detect Transcriptional Adaptation

We obtained the list of genes with sequences similar to *fmr1* by performing a BLASTn search using the Ensembl BLAST server with the *fmr1* cDNA sequence as input (i.e., the mRNA sequence including untranslated regions). Firstly, we queried this sequence against the zebrafish (GRCz11, Ensembl version 101) reference transcriptome with parameters set for distant homology. Detected homologous sequences with an *E*-value < 1 were tested to determine whether they were upregulated due to *fmr1* genotype. To determine if *fmr1* shares homology with other features shown to influence transcriptional adaptation, such as promoters and introns (El-Brolosy et al., 2019), the *fmr1* cDNA sequence was similarly queried against the entire zebrafish genome (GRCz11, Ensembl version 101). This returned no additional information. An exploration of similarity thresholds was performed similar to that of El-Brolosy et al. (2019) (see Methods section “Sequence similarity and subsampling analyses”). *p*-values were computed by bootstrapping random subsamples. Thresholds were chosen such that each threshold included at least one additional unique alignment. No significant correlations between sequence similarity and upregulation of expression were found at any threshold for any of the three parameters analysed (alignment length, bit score, and *E*-value, see Supplementary Data File 5).

### DNA Extraction for Relative Standard Curve Quantitative PCR

Three clutches of 2 dpf zebrafish embryos homozygous for *fmr1*^*hu*2787^ were collected. Each clutch contained approximately 100 embryos. Three batches of around 100 wild type zebrafish embryos were generated from three different tanks of wild type zebrafish families and collected at 2 dpf. Genomic DNA (gDNA) was extracted and purified using the Wizard^®^ genomic DNA purification kit (Promega, Madison, Wisconsin, United States). Genomic DNA (gDNA) concentrations were estimated using a NanoDrop Microvolume Spectrophotometer (Thermo Fisher Scientific). Each 25 μL qPCR reaction contained 40 ng of gDNA, 0.2 μM of each PCR primer and Power SYBR green master mix PCR solution (Applied Biosystems, Thermo Fisher Scientific). The relative standard curve method was used for quantification to determine the amounts of *fmr1*, *psen1* and *rpl13* in wild type samples relative to *fmr1*^*hu*2787^ homozygous samples. The standard curve was generated by a serial dilution, having 40, 20, and 10 ng of wild type gDNA per reaction. The qPCR was performed on an ABI 7000 Sequence Detection System (Applied Biosystems) using a 96-well plate. The amplification consisted of a holding stage and a cycling stage. The holding stage was 50°C for 2 min and then 95°C for 10 min, and the cycling stage had 40 cycles of 95°C for 15 s and 60°C for 1 min. Three technical PCR replicates were performed on each DNA sample and their mean was used to represent the quantity. The quantities of the genes *fmr1* and *psen1* were calculated relative to *rpl13*. Raw quantitative PCR data are shown in Supplementary Data File 1. The PCR primers used and the relative chromosome ratios calculated are described in Supplementary Data File 3.

## Results and Discussion

### Differential Gene Expression in *fmr1*^*hu*2787/*hu*2787^ vs. + / + Embryos at 2 dpf

Transcriptome (RNA-seq) analysis was conducted on clutches of wild type and *fmr1*^*hu*2787^ homozygous mutant embryos (*n* = 4 clutches for each genotype) that had been allowed to develop for 2 dpf at ∼28.5°C. Each clutch of embryos was the product of a unique pair mating (i.e., no clutches shared any parents).

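Each of the 8 RNA-seq libraries was made from polyA+ RNA of 1 clutch of whole embryos at 2 dpf. Clutches S2, S4, S5 and S8 were homozygous for the hu2787 allele, a non-sense mutation of *fmr1*, and clutches A, D, G and L were wild type. The authors trimmed the reads with AdapterRemoval, aligned them with STAR to GRCz11 (Ensembl release 94), and counted them per gene with featureCounts. Only reads with a unique alignment that lay wholly within exons on the strand of the gene were counted. Reads shared by near-identical genes were therefore left out, and genes on opposite strands were kept apart. The recorded counting command named no option for read pairs, so the counts are of reads. The counts were deposited without normalisation.

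Total counts lay between 29296538 and 33205738 in the wild type clutches (median 32894986) and between 29726950 and 31122824 in the mutant clutches (median 30236784.5). The 10 most abundant genes held between 8.12% and 10.8% of the counts of a library, and mitochondrial genes held between 2.54% and 3.22%. To look for copies of one library, the counts of each pair of libraries were compared by a chi-square statistic per gene. It was 17.3 for the closest pair (G and L) and 101 for the most distant pair (S8 and D). Repeated counts of one library would give about 1 for independent reads and about 2 where both reads of each pair are counted. The statistic also holds the differences between clutches, and is not a measure of technical noise.

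The counts were normalised here with edgeR's TMM method, which gave factors between 0.891 and 1.12. The genotypes were compared with edgeR's quasi-likelihood test, and *p*-values were adjusted by the Benjamini-Hochberg method over all genes tested. The Conditional Quantile Normalisation of the paper, which needs the GC content of each gene, was not used here. The choice between the quasi-likelihood and likelihood-ratio tests was among the choices that changed the number of DE genes, and with the likelihood-ratio test so was the filter on low counts.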

Bioinformatic analysis is described in detail in Supplementary Data File 2 and the results are summarised here. 

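In a principal component analysis of the log2 CPM of the genes tested (prior count 2), PC1 held 29.6% of the variance and PC2 held 23.7%. The mean PC1 score was −20.5 ± 25.0 (SD, n = 4) in the mutant clutches and 20.5 ± 45.8 (SD, n = 4) in the wild type clutches. This difference was not larger than the spread between clutches (exact permutation test, two-sided, *p* = 0.2). The same was found for PC2, where the means were 13.8 ± 43.8 (SD, n = 4) and −13.8 ± 25.5 (SD, n = 4) (exact permutation test, two-sided, *p* = 0.4). Wild type clutches A and D had PC1 scores of 57.4 and 62.3, whereas wild type clutches G and L had scores of −12.0 and −25.8 and lay among the mutant clutches. With the genes scaled to equal variance, the exact permutation *p*-value for PC1 was 0.0857, the smallest for this component among the alternatives that kept all 8 clutches. For PC2 the smallest among these was 0.0571, with the 500 most variable genes.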

Principal Component Analysis (Figure 1A) did not suggest clearly discrete clustering of genotypes which was reflected in the paucity of differentially expressed genes detected (Figures 1B,C and see below).

**FIGURE 1:**
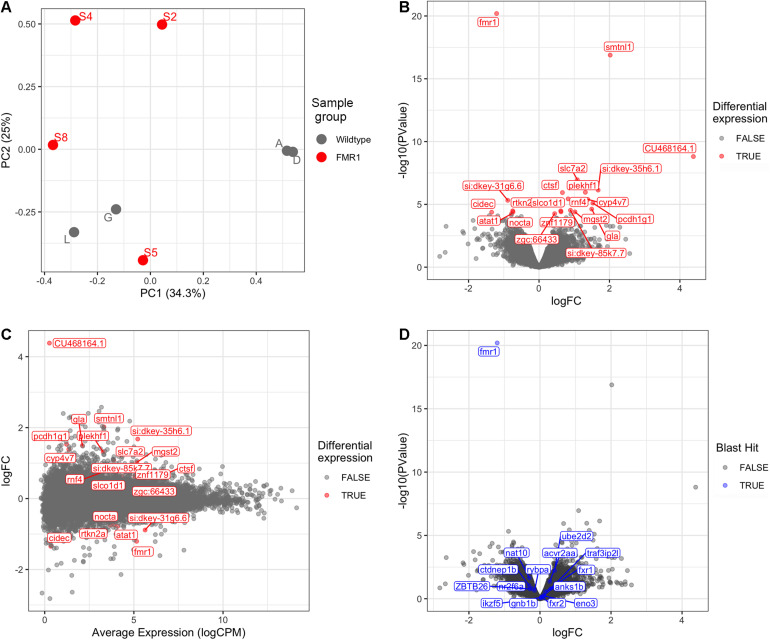
Transcriptome analysis of *fmr1*^*hu*2787/*hu*2787^ vs. wild type entire embryos at 2 dpf. **(A)** Principal Component (PC) analysis of larval wild type (A, D, G, L) and *fmr1*^*hu*2787/*hu*2787^ (S2, S4, S5, S8) RNA-seq data. **(B)** Volcano plot of differential gene expression. **(C)** Mean-difference (MD) plot showing the average levels of expression of RNAs plotted against fold change differences in expression between mutant and wild type embryos. **(D)** Volcano plot of differential expression as in b, but indicating genes sharing some degree of sequence homology with *fmr1* (indicated in blue). No significantly increased expression is seen.

### Genes Differentially Expressed at 2 dpf Due to Homozygosity for *fmr1*^*hu*2787^

Using a False Discovery Rate (FDR) of 0.05, only 21 genes were detected as differentially expressed (DE, see Table 1). 

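In the 23567 genes tested, 3 genes had an FDR under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, *smtnl1* and *CU468164.1* were higher and *fmr1* was lower in the mutant clutches. The next smallest FDR by this test was 0.480. An unadjusted *p*-value under 0.05 was found for 2218 genes (9.41%), of which 995 were higher and 1223 were lower in the mutant clutches. The biological coefficient of variation between clutches of one genotype was 0.250. With edgeR's likelihood-ratio test, which the paper used, 31 genes had an FDR under 0.05 (20 higher and 11 lower), and these included the same 3 genes. With that test and the filter on more than 1 CPM, which retained 18280 genes, the number was 15 (11 higher and 4 lower). DESeq2's Wald test moved the number most, to 36. Leaving out 1 clutch at a time gave between 1 and 3 DE genes by the quasi-likelihood test. Without S4, S5, S8, D, G or L, *fmr1* was the 1 gene left. The number of genes with an unadjusted *p*-value under 0.05 was 4588 without S5 and 1116 without A.

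**Figure D1:**
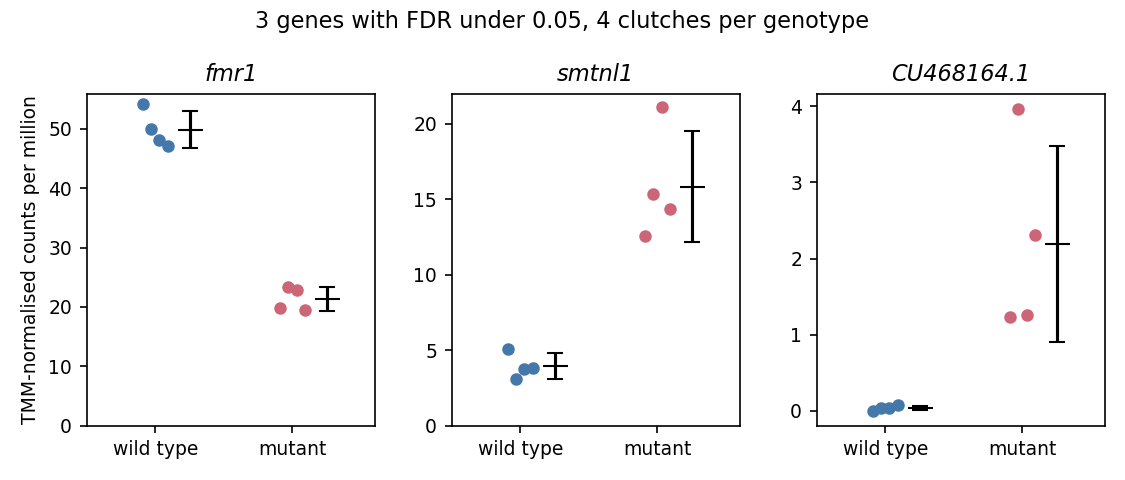
TMM-normalised CPM of *fmr1*, *smtnl1* and *CU468164.1* in each clutch (points), with the mean and SD of each genotype (bars). In all 3 genes the 4 mutant clutches lie on one side of the 4 wild type clutches.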

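The gene *fmr1* (ENSDARG00000037433) lies on the forward strand of Chromosome 14 of GRCz11, from 20156477 to 20191281. It had 691, 772, 620 and 605 counts in mutant clutches S2, S4, S5 and S8, and 1688, 1736, 1539 and 1249 counts in wild type clutches A, D, G and L. After normalisation this was 21.4 ± 2.02 CPM (SD, n = 4) in the mutant clutches and 49.9 ± 3.13 CPM (SD, n = 4) in the wild type clutches. The log2 fold change was −1.22 (standard error 0.105), which is 42.9% of the wild type level. Its FDR was 0.00551 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An exact permutation test of the 8 clutches gave *p* = 0.0286 (two-sided), the smallest value that 4 clutches against 4 allow. With each clutch left out in turn, the log2 fold change lay between −1.26 and −1.16.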

Levels of *fmr1* transcripts in the mutant embryos were approximately half of that in the wild type embryos consistent with non-sense-mediated decay (NMD) due to the premature termination codon generated by the *fmr1*^*hu*2787^ mutation. While NMD has not been demonstrated formally for transcripts of this allele (by stabilisation through inhibition of translation) and neither do we do so here, the location of the stop codon more than 80 nucleotides upstream of the next exon/exon boundary is consistent with NMD activity (Nagy and Maquat, 1998).

**TABLE 1:**
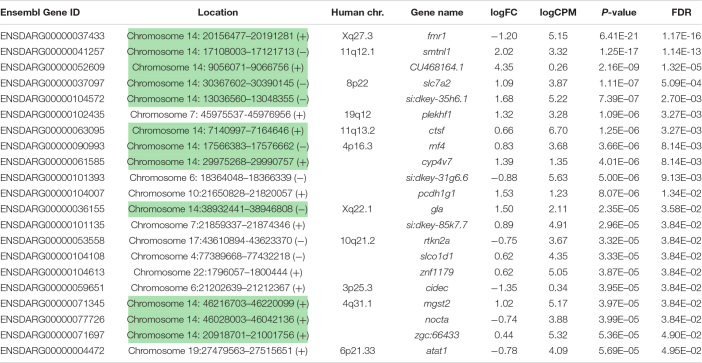
Genes differentially expressed in 2 dpf homozygous *fmr1*^*hu*2787^ embryos.

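All 21 genes of Table 1 were among the genes tested. In the mutant clutches 15 of them were higher and 6 were lower, and in each gene the 4 mutant clutches lay on one side of the 4 wild type clutches. Of all the genes tested, 1008 (4.28%) separated the genotypes in this way, against 2.86% by chance. The largest unadjusted *p*-value among the 21 genes was 0.00359. Adjusted over the list alone, 21 genes had a *p*-value under 0.05, which is not independent evidence because the list was chosen on these samples. Adjusted over all genes tested, 3 did. The others had an FDR between 0.480 and 0.528 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes between −1.19 and 1.76. By the likelihood-ratio test, 14 of the 21 genes had an FDR under 0.05.

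The gene *slc7a2* on Chromosome 14 (reverse strand, 30367602 to 30390145) had a log2 fold change of 1.07 (standard error 0.174). On Chromosome 7, *plekhf1* (forward strand, 45975537 to 45976956) had 13.6 ± 3.00 CPM (SD, n = 4) in the mutant clutches and 5.52 ± 1.87 CPM (SD, n = 4) in the wild type clutches. Counts were low for *cidec* on Chromosome 6 (forward strand, 21202639 to 21212367), at 23, 23, 20 and 26 in the mutant clutches and 64, 76, 37 and 34 in the wild type clutches. Reads shared between members of a gene family were not counted, so that the values of *pcdh1g1*, *slco1d1* and *znf1179*, which belong to such families, are uncertain.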

**Gene positions on zebrafish chromosomes are taken from reference genome assembly GRCz11. Those on Chromosome 14 are highlighted in green. “(+)” denotes the nominal forward strand and “(*−*)” the reverse strand of chromosomes. Where human orthologous genes are known, their chromosomal locations from GRCh38 are given under “Human chr.” Log_2_ values are given for Fold Change (FC) and Counts Per Million (CPM).**

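Of the 23567 genes tested, 805 lie on Chromosome 14. Apart from *fmr1*, the genes with an FDR under 0.05 were *smtnl1* (ENSDARG00000041257; reverse strand of Chromosome 14, 17108003 to 17121713) and *CU468164.1* (ENSDARG00000052609; forward strand of Chromosome 14, 9056071 to 9066756). *smtnl1* had 15.8 ± 3.69 CPM (SD, n = 4) in the mutant clutches and 3.94 ± 0.847 CPM (SD, n = 4) in the wild type clutches, a log2 fold change of 2.01 (standard error 0.211). Its FDR was 0.0192 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *CU468164.1* had 43, 131, 34 and 72 counts in the mutant clutches and 0, 1, 1 and 2 in the wild type clutches. All 4 wild type clutches were under 3 counts, so its mean of 2.19 CPM in the mutant clutches was at least 19.4-fold higher than in the wild type clutches (FDR = 0.0233 by the same quasi-likelihood test). *CU468164.1* kept an FDR under 0.05 in 1 of the 8 fits that each left out 1 clutch, and *smtnl1* in 2. By the likelihood-ratio test, 12 of 31 DE genes lay on Chromosome 14 (7 higher and 5 lower in the mutant clutches). They were not the same 12 genes as in Table 1, since *ctsf*, *mgst2* and ENSDARG00000071697 were not among them.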

Curiously, we observed that 12 of the 21 genes found to be DE at a false discovery rate (FDR) of less than 0.05 are located on zebrafish Chromosome 14. This was found to be a highly significant over-representation by goseq (Bonferroni adjusted *p*-value < 2 × 10^–16^, see Figure 2A and Supplementary Data File 2). This included genes both up- and down-regulated (Table 1) at loci widely dispersed on the chromosome and transcribed from either DNA strand (Figure 2B). 

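Fisher's exact test (one-sided) was used here for each of the 26 chromosomes, with all genes tested as the background. For the 3 genes with an FDR under 0.05, 0.103 genes would be expected on Chromosome 14, and the Bonferroni-adjusted *p*-value of Chromosome 14 was 0.00103. The value rests on 3 genes. Without *fmr1* and the genes within 5 Mb of it 1 gene remained, and the Bonferroni-adjusted *p*-value by Fisher's exact test was 0.749. A list of 1 gene cannot pass this test, so the value does not show whether the excess ends near *fmr1*. Of the 100 genes with the smallest *p*-values, 23 lay on Chromosome 14 (Bonferroni-adjusted *p* = 7.36e-12 by Fisher's exact test). Of the 805 genes of Chromosome 14, 145 (18.0%) had an unadjusted *p*-value under 0.05, against 9.11% of the genes on the other chromosomes (odds ratio against all other genes 2.19, Bonferroni-adjusted *p* = 2.67e-13 by Fisher's exact test). Genes are not independent replicates.

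**Figure D2:**
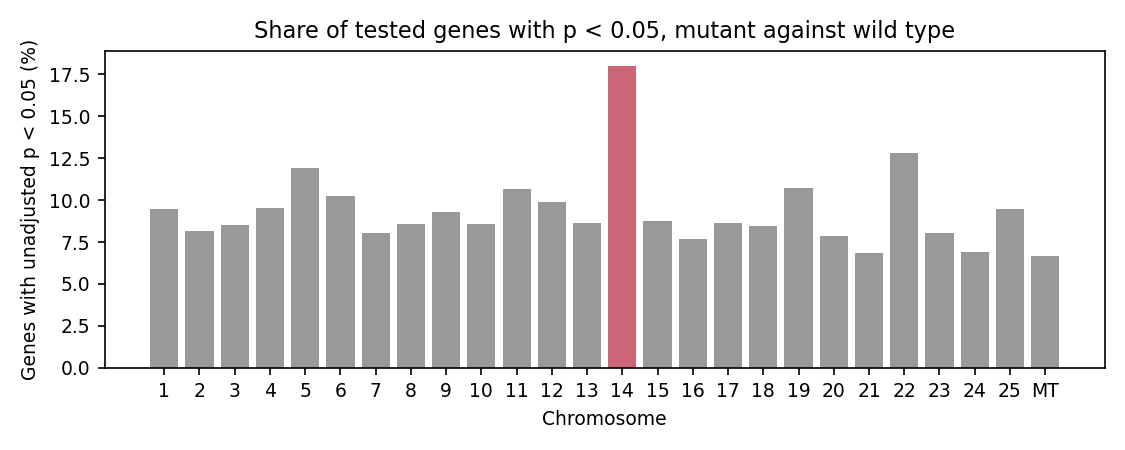
Percentage of the genes tested on each chromosome with an unadjusted *p*-value under 0.05 (vertical axis), by chromosome (horizontal axis; MT, mitochondrial). Chromosome 14 stands at 18.0%, and the other chromosomes lie between 6.67% and 12.8%.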

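Of the 12 genes of Table 1 on Chromosome 14, 10 were higher and 2 (*fmr1* and *nocta*) were lower in the mutant clutches. They lie between positions 7140997 and 46220099, with 7 on the forward strand and 5 on the reverse strand. Among the Chromosome 14 genes with an unadjusted *p*-value under 0.05, 66 were higher and 79 were lower in the mutant clutches. The chromosome was divided into 11 windows of 5 Mb. In 10 windows the share of such genes was above that of the other chromosomes pooled. It was highest between 35 and 40 Mb, at 27.8% of 54 genes (exact Clopper-Pearson 95% interval 16.5 to 41.6%), and lowest in the first 5 Mb, at 9.02% of 122 genes (4.59 to 15.6%). Within 10 Mb of *fmr1* the share was 19.9% (49 of 246 genes), and farther away it was 17.0% (95 of 558 genes). This difference of 2.89 percentage points was not larger than that of other groupings of the clutches (exact permutation test over the 35 splits of the 8 clutches, *p* = 0.171). With 5 Mb in place of 10 Mb it was 3.60 percentage points and with 15 Mb it was 6.82 (*p* = 0.0857 for each by the same exact permutation test), and by the likelihood-ratio test it was 0.813 (*p* = 0.686 by the same exact permutation test). Without wild type clutch D the difference at 10 Mb was −2.02 percentage points, and without mutant clutch S2 it was −0.34.

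**Figure D3:**
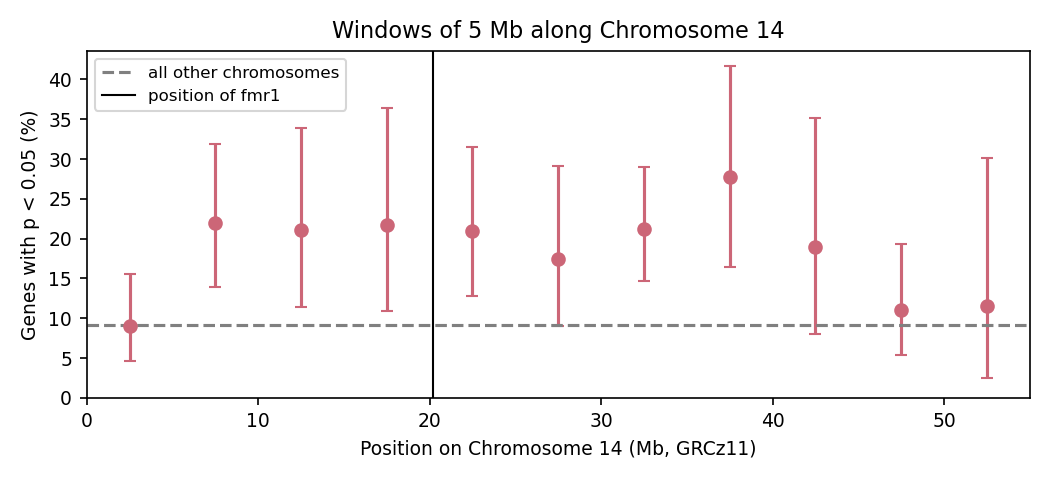
Percentage of genes with an unadjusted *p*-value under 0.05 in each 5 Mb window of Chromosome 14 (points; bars, exact Clopper-Pearson 95% intervals), with the position of *fmr1* (vertical line) and the share of all other chromosomes (dashed line). Only the first window lies below the dashed line. The intervals treat genes as independent and can be too narrow.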

As Chromosome 14 (DRE13 in Phillips et al., 2006) has a p arm/entire chromosome length ratio of 0.27 (Phillips et al., 2006) it is likely that these loci are distributed on both chromosome arms.

**FIGURE 2:**
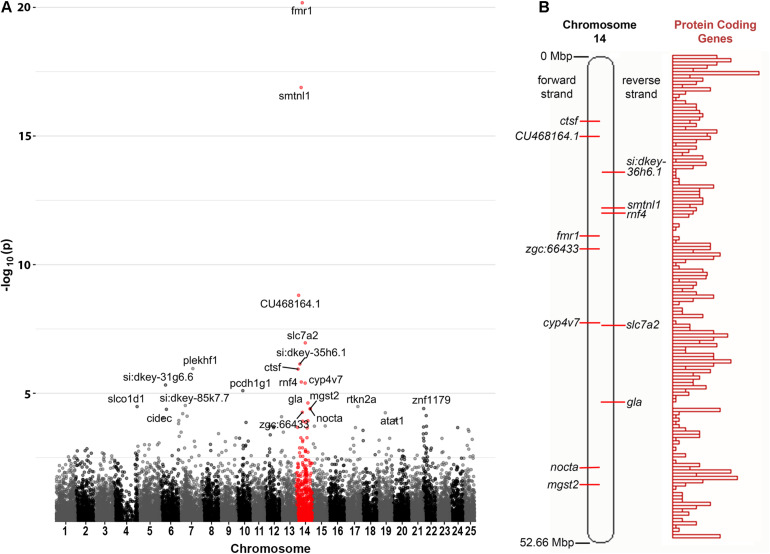
Chromosome distribution of DE genes. **(A)** Manhattan plot of *p*-values for differential expression of genes on the chromosomes of zebrafish. An enrichment for DE genes on Chromosome 14 is apparent with possible enrichment also for genes on Chromosome 22 (see also Supplementary Data File 2). **(B)** A diagram of zebrafish Chromosome 14 taken from https://asia.ensembl.org (Yates et al., 2020) and including a representation of relative protein coding gene density along the chromosome. Loci for the Chromosome 14 genes found to be DE in *fmr1*^*hu*2787/*hu*2787^ 2 dpf embryos are indicated (see also Table 1).

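On Chromosome 22, 112 of the 875 genes tested (12.8%) had an unadjusted *p*-value under 0.05, where 82.4 would be expected (odds ratio 1.44, Bonferroni-adjusted *p* = 0.0125 by Fisher's exact test). Of these, 44 were higher and 68 were lower in the mutant clutches. No gene on Chromosome 22 had an FDR under 0.05 by the quasi-likelihood test, and 3 did by the likelihood-ratio test, where 1.15 would be expected. Chromosome 5 stood next, with 156 of 1306 genes (11.9%) and a Bonferroni-adjusted *p* of 0.0267 by Fisher's exact test.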

One possible explanation for many genes on one chromosome appearing differentially expressed would be if the *fmr1*^*hu*2787^ mutation was associated with meiotic or mitotic instability of Chromosome 14, although this would not be consistent with the simultaneous up- and down-regulation of Chromosome 14 genes observed. Nevertheless, to test this possibility we conducted quantitative PCR on genomic DNA extracted from an additional three groups each of 2 dpf *fmr1*^*hu*2787/*hu*2787^ and +/+ embryos. 

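Across the 805 genes tested on Chromosome 14, the median log2 fold change between mutant and wild type clutches was −0.0064. The medians of the other chromosomes lay between −0.046 and 0.064. The log2 fold change was above 0 for 49.6% of the Chromosome 14 genes, and its quartiles were −0.21 and 0.26, against −0.16 and 0.26 for the genes of the other chromosomes. Clutches of one genotype differed in their Chromosome 14 median by an SD of 0.0404 (log2, pooled over the genotypes), which is larger than the difference between the genotypes. A gain of 1 copy by all embryos, with expression in proportion to the copy number, would move the median by 0.585 on the log2 scale. From the up- and down-regulation of genes on the same chromosome, the paper reasons that instability of Chromosome 14 would not account for the DE genes.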

We used PCR primers amplifying genomic DNA sequences from the genes *fmr1* (Chromosome 14), *psen1* (Chromosome 17) and *rpl13* (Chromosome 7). No difference was observed in the amplification of *fmr1* sequence compared to *rpl13* and the amplification of *psen1* sequence relative to *rpl13* in clutches of either *fmr1*^*hu*2787/*hu*2787^ or + / + embryos (Table 2) supporting that the stability of Chromosome 14 is normal (see also Supplementary Data File 3).

**TABLE 2:** PCR primer pairs used to quantify relative genomic DNA copy number.

Gene	Chromosomal location (ENSEMBL)	PCR primer sequences	Mean ratio gene/*rpl13*	
			+/+	*fmr1*/*fmr1*
***fmr1***	Chromosome 14: 20,156,477–20,191,281 forward strand.	5′-TCCAGGACCAGGAGGCTGTA-3′	0.99	0.98
		5′-CCCACTCTTGCCAATGACTTTTC-3′		
***psen1***	Chromosome 17: 51,206,225–51,224,800 reverse strand.	5′-CTACACACAGAAGGACGGACAGC-3′	0.98	0.93
		5′-CCATCCCTAAACTGCTCCTACT-3′		
***rpl13***	Chromosome 7: 67,467,702–67,477,495 forward strand.	5′-TGGAATGGATGAATAGGTTTTTA-3′	1	1
		5′-CTCTCTTCTGCCAGTCTTTATGA-3′		

### Is the Enrichment for DE Genes on Chromosome 14 an Allelic Expression Artefact?

Enrichments for DE genes on the same chromosome as a mutation have been observed previously. For example, in a study of neural crest development in zebrafish, Dooley et al. (2019) saw this for embryos homozygous for mutations in *sox10* (Chromosome 3) or *mitfa* (Chromosome 6). However, they were unable to distinguish whether this was due to reduced genetic variation around the homozygous loci (allowing genes with alleles having divergent levels of expression to be observed as differentially expressed) or due to real regulatory effects of the mutations. To find evidence possibly supporting one or the other of these alternatives in our analysis of *fmr1*^*hu*2787/*hu*2787^ embryos compared to wild type embryos, we examined allelic diversity within the homozygous mutant and wild type transcriptome data sets. We implemented the “*RNAseq short variant discovery (SNPs* + *Indels)*” workflow to identify and quantify exonic single nucleotide polymorphism (SNP) variants in the DE genes on Chromosome 14 and other chromosomes. As expected, this did identify the absence of allelic diversity at Chromosome 14 DE genes proximal to *fmr1* in the *fmr1*^*hu*2787/*hu*2787^ embryos while some of the Chromosome 14 DE genes more distal to *fmr1* showed greater allelic diversity (see Supplementary Data File 4). Greater, although still limited, allelic diversity was seen for all the Chromosome 14 DE gene transcripts in the wild type embryos and for most of the non-Chromosome 14 DE gene transcripts in both *fmr1*^*hu*2787/*hu*2787^ and wild type embryos. Overall, the generally moderate levels of allelic diversity observed for the DE genes of our analysis do not allow us to exclude that many of the genes identified as DE on Chromosome 14 are displaying differences in allelic expression levels rather than responses to mutation of *fmr1*.

Interestingly, transcripts of the non-Chromosome 14 DE genes *cidec* and *plekhf1* showed variation between genotypes but no variation within genotypes supporting the possibility that their apparent differential expression may reflect allelic expression differences rather than responses to mutation of *fmr1* (see Supplementary Data File 4).

A function-based explanation for why mutation of *fmr1* might cause enriched differential expression of Chromosome 14 genes may lie in selective pressure during evolution for homeostatic robustness combined with low rates of meiotic recombination along zebrafish chromosomes. Indeed, meiotic recombination is suppressed in male zebrafish so that most chromosomes have recombination distance lengths of less than 50 centiMorgans (Singer et al., 2002). This means that, in zebrafish male meiosis, no two genes on Chromosome 14 will show completely independent assortment of alleles. If a fitness advantage existed for co-segregation of particular pairs of alleles of functionally related genes, then chromosomal rearrangements leading to the co-location of those alleles within 50 centiMorgans on the same chromosome might be under positive selection during evolution. This phenomenon was first suggested by RA Fisher in 1930 in his book, *The genetical theory of natural selection* (Fisher, 1930). In discussing pairs of alleles (“factors”) of functionally interacting genes in linkage disequilibrium he stated, “…*the presence of pairs of factors in the same chromosome, the selective advantage of each of which reverses that of the other, will always tend to diminish recombination, and therefore to increase the intensity of linkage in the chromosomes of that species.*”

Similar selective forces may have driven the accumulation of genes important for neural function during evolution of the human X-chromosome (for which meiotic recombination is limited in human males) (Skuse, 2005; Nguyen and Disteche, 2006) and within which the human *FMR1* gene resides. This idea is consistent with the observation by Salih and Adelson (2009) that particular Gene Ontology (GO) terms, when mapped to genes spanning the bovine genome, appear clustered. The clustering of GOs was subsequently observed in the genomes of other species (Tiirikka et al., 2014). Also, numerous examples exist of genome rearrangements during evolution leading to clustering of functionally related genes (e.g., Qi et al., 2004; Wong and Wolfe, 2005; Hill et al., 2019). There is also evidence that chromosomal rearrangements (inversions) experience natural selection to maintain associations between functionally related alleles (Said et al., 2018).

If limited (but non-zero) allelic diversity in transcriptome analyses of genotypes such as we have performed here can generate significant levels of apparent differential gene expression unrelated to the genotypes of interest, then that is an important constraint on interpretation of transcriptome data. It is important that future work examine the extent to which limited allelic diversity can cause the appearance of such gene differential expression between genotypes.

### No Evidence for Increased Expression of Gene Transcripts With Homology to *fmr1*

The phenomenon of transcriptional adaptation may contribute to explaining the frequent disparity between embryo development phenotypes caused by loss of gene function due to inhibition of transcript splicing/translation by morpholino antisense oligonucleotides and loss of gene function due to gene mutation (Kok et al., 2015). El-Brolosy et al. (2019) showed that a transcript subject to NMD could cause increased abundance of transcripts from genes possessing sequences with homology to that transcript. To test whether transcriptional adaptation might contribute to the reported differences in developmental phenotypes observed between *fmr1*^*hu*2787/*hu*2787^ embryos (den Broeder et al., 2009) and embryos injected with morpholinos inhibiting *fmr1* transcript translation (Tucker et al., 2006), we searched the zebrafish genome and transcriptome (GRCz11, Ensembl version 101) for features with sequence homology to *fmr1* cDNA. These are listed in Supplementary Data File 5. None of these genes were significantly differentially expressed in our comparison of *fmr1*^*hu*2787/*hu*2787^ and +/+ larval clutches (Figure 1D).

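The 14 genes labelled in Figure 1D were all matched to genes in the table, 11 by a name table or the supplementary table and 3 (*acvr2aa*, *ctdnep1b* and *nr2f6a*) by their neighbours in the RefSeq annotation of another assembly, GRCz12tu. Of these genes 0 had an FDR under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 had one when *p*-values were adjusted over the list alone, and 1 had an unadjusted *p*-value under 0.05. The last number was 6 without S5 and 2 without S2, G or L. Their FDRs lay between 0.528 and 0.992. That 1 gene was *nat10* on Chromosome 18 (ENSDARG00000054259, reverse strand, 38213778 to 38245062), which was lower in each mutant clutch than in each wild type clutch. The nearest clutches were S5 at 31.2 CPM and L at 31.3 CPM. Chance alone separates the genotypes, in either direction, for 2.86% of genes. The log2 fold change of *nat10* was −0.34 (standard error 0.113), and its *p*-value adjusted over the list alone was 0.159 by the quasi-likelihood test. In the mutant clutches 6 genes were higher and 8 were lower. The paralogues of *fmr1* were *fxr1*, with a log2 fold change of 0.08 (standard error 0.123), and *fxr2*, with −0.0059 (standard error 0.134). Leaving out 1 clutch moved *fxr1* between 0.012 (without D) and 0.15 (without L). The sign of *fxr2* and of *ikzf5* depended on the normalisation and on the clutch left out. The largest increase was that of *traf3ip2l*, at 0.33 (0.21 without S8), and the upper 95% limit of its log2 fold change was 0.73. The gene *ube2d2*, at 0.23 (0.15 without S4), lies on Chromosome 14.

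**Figure D4:**
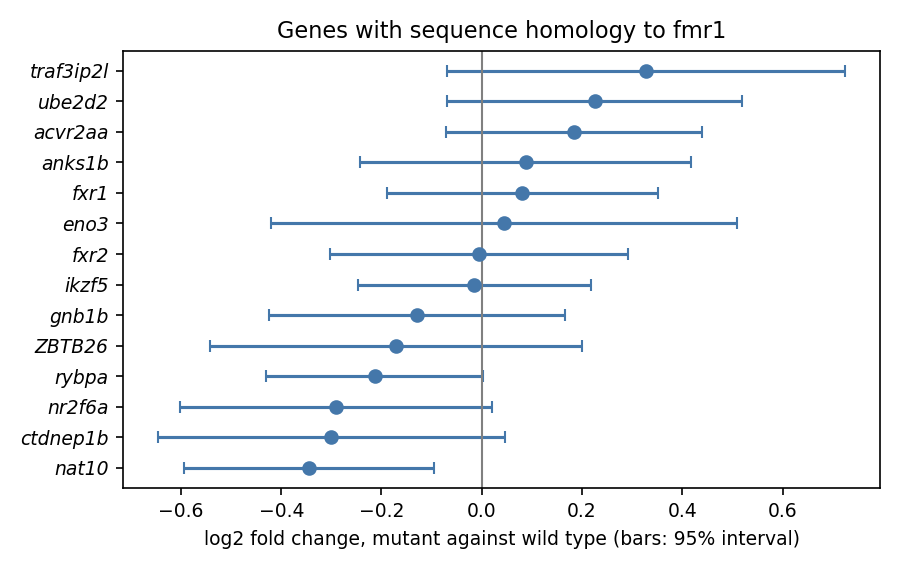
log2 fold change of each gene with sequence homology to *fmr1*, mutant against wild type clutches (points), with its 95% interval from the standard error (bars). All intervals but that of *nat10* include 0.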

Testing for the enrichment of groups of genes (gene sets) in transcriptome data sets can provide more sensitive detection of significant changes in expression than examining genes individually. Therefore, we defined as a set the genes identified with homology to *fmr1* and subjected this set to the gene set testing method fry (Wu et al., 2010) (from the limma package Ritchie et al., 2015) with a directional hypothesis (increased transcript abundance). This gave a *p*-value for enrichment of 0.6 which does not support that the expression of this set of genes is increased.

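On the log2 CPM values of the same 14 genes, limma's fry gave a one-sided *p*-value of 0.899 for increased expression in the mutant clutches. The set moved in the downward direction, with a two-sided *p*-value of 0.202, and the median log2 fold change was −0.010. With a non-directional hypothesis, in which some genes rise and others fall, the *p*-value was 0.00844. With *fxr1* and *fxr2* alone, the direction was upward and the one-sided *p*-value by fry was 0.369.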

Our analyses have not been able to detect transcriptional adaptation due to homozygosity for the *fmr1*^*hu*2787^ allele. However, we cannot exclude that NMD of *fmr1*^*hu*2787^ allele transcripts might induce this phenomenon. It is possible that the restricted expression of *fmr1* in 2 dpf embryos limits the sensitivity of our analyses to detect differential expression of genes with homology to *fmr1* by diluting their relative abundance with transcripts from cells not expressing *fmr1*. Alternatively, the transcriptional adaptation phenomenon may not function for the *fmr1* gene at this particular developmental stage, although this seems unlikely considering the supposed generality of the phenomenon.

Interestingly, unlike for the *fmr1*^*hu*2787^ allele, a recently published loss-of-function mutation in *fmr1* induced using the CRISPR-Cas9 system and that deletes the translation start codon does produce craniofacial abnormalities (Hu et al., 2020). However, these abnormalities appear more subtle than reported by Tucker et al. (2006) for morpholino inhibition of *fmr1* translation. Also, in work submitted for publication, careful re-examination of craniofacial morphology in larvae homozygous for the *fmr1*^*hu*2787^ mutation itself does, in fact, reveal structural differences compared to wild type larvae (Zhu et al., 2021). Therefore, the differences between the phenotypic effects of the *fmr1*^*hu*2787^ mutation and injection of morpholinos blocking *fmr1* mRNA translation may not be as extensive as originally believed.

### Prediction of Cellular Functions Affected by Homozygosity for *fmr1*^*hu*2787^

To gain insight into the cellular functions that might be affected by the *fmr1*^*hu*2787^ mutation we performed a functional analysis within the set of DE genes using goseq (Young et al., 2010) with the HALLMARK and KEGG gene sets as defined in MSigDBv7.2 via the R package msigdbr (Dolgalev, 2020). The requisite probability weighting function (PWF), for the probability of a gene being considered DE, was estimated using the average GC content across all transcripts of a gene. We found that the KEGG gene sets for *lysosome* and *glycosphingolipid biosynthesis globo series* were significantly over-represented in the DE genes, although only one or two DE genes were driving this over-representation. 

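Table 1 lists *gla* and *ctsf*, whose human orthologues encode the lysosomal enzymes alpha-galactosidase A and cathepsin F. Both lie on Chromosome 14, *gla* on the reverse strand from 38932441 to 38946808 and *ctsf* on the forward strand from 7140997 to 7164646. *gla* had 6.31 ± 0.764 CPM (SD, n = 4) in the mutant clutches and 2.15 ± 1.23 CPM (SD, n = 4) in the wild type clutches, a log2 fold change of 1.55 (standard error 0.329). Wild type clutch G had 3.97 CPM, the nearest to the mutant clutches. *ctsf* had 121 ± 13.1 CPM (SD, n = 4) and 86.2 ± 6.54 CPM (SD, n = 4), a log2 fold change of 0.49 (standard error 0.113). The FDR of both genes was 0.528 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *gla* was DE by the likelihood-ratio test and by DESeq2, and *ctsf* by DESeq2 alone among the alternatives. The KEGG and HALLMARK gene sets were not used here.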

The apparent effect of zebrafish *fmr1* mutation on lysosomal function is consistent with observations that loss of *Fmr1* gene function in mice affects lysosome function (Yan et al., 2018).

We also performed the gene set testing method fry using chromosome position, HALLMARK and KEGG gene sets to obtain a more complete view of the changes to gene expression due to *fmr1* genotype. No significant gene sets were observed. However, the genes on Chromosome 14 were those closest to being significantly altered as a group with an FDR adjusted *p*-value of 0.16.

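With fry on the TMM-normalised log2 CPM of all 8 clutches, Chromosome 14 had the smallest non-directional *p*-value of the 26 chromosomes (0.00105). Its FDR was 0.0272 by limma's fry with Benjamini-Hochberg adjustment over the chromosomes. Chromosome 22 came next, with an FDR of 0.284 by limma's fry. The directional *p*-value of Chromosome 14 was 0.878, and the smallest directional *p*-value was that of Chromosome 24 (0.00356, FDR = 0.0925 by limma's fry). The Chromosome 14 value depended on the samples and on the test. Leaving out 1 clutch at a time gave FDRs by fry between 0.000122 (without S5) and 0.535 (without A), and 7 of these 8 were above 0.05. The unadjusted *p*-values by fry in these 8 fits lay between 2.19e-05 (without S5) and 0.0220 (without A). Without S5 the FDR lay so near the *p*-value that other chromosomes must have reached it too. That FDR is therefore not particular to Chromosome 14. Without the 3 genes past an FDR of 0.05 it was 0.104 by fry. With limma's camera, which sets the genes of a chromosome against all other genes in one direction, the FDR was 0.959 with a preset correlation of 0.01 and 0.939 with an estimated correlation.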

We investigated further the possible functional significance of changes to expression of genes from Chromosome 14 by performing an over-representation analysis of those genes driving the enrichment of the set of Chromosome 14 genes (the “leading edge” genes from gene set enrichment analysis, GSEA, see Supplementary Data File 2). Relative to all the detected genes in the RNA-seq analysis, the leading edge Chromosome 14 genes were significantly over-represented in the KEGG gene sets *neuroactive ligand receptor interactions* and *RNA polymerase*. Interestingly, the *neuroactive ligand receptor interactions* gene set was previously observed to be enriched in the cerebellum of 8–10 week old male *Fmr1* knockout mice compared to wild type mice (Kong et al., 2014) and this is consistent with FXS as a developmental neuropathology. The enrichment of genes from this gene set among the leading edge genes expressed from zebrafish Chromosome 14 suggests that their co-location on this chromosome may reflect selective pressure during evolution for linkage disequilibrium between advantageous alleles of functionally related genes.

### Limitations

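The precision for *acvr2aa*, *fxr1*, *traf3ip2l* and the other genes with homology to *fmr1* can be given from the fits. Their log2 fold changes had standard errors between 0.0978 and 0.210, at mean expression in the wild type clutches between 5.67 and 662 CPM. The highest upper 95% limit among these genes was a 1.65-fold increase. Counts for 23293 genes were also simulated with the means, dispersions and library sizes of these clutches and with 200 genes changed, all drawn from genes with a mean count of at least 20. Of 100 such genes changed by 1 on the log2 scale, the quasi-likelihood test recovered 55 and the likelihood-ratio test 66. Of 100 such genes changed by 1.5, they recovered 81 and 91. Of the genes called DE, 4.23% by the quasi-likelihood test and 15.1% by the likelihood-ratio test had not been changed. The Benjamini-Hochberg adjustment is less strict where more genes are called. The quasi-likelihood test called 142 genes in the simulated data and 3 between these clutches. The simulated recovery can therefore overstate that of single genes here. With a log2 fold change of 1.07, *slc7a2* had an FDR of 0.480 by the quasi-likelihood test with that adjustment.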

Our ability to identify a number of differentially expressed genes, some at very small FDR corrected *p*-values despite moderate fold changes in expression, supports our confidence that we would have been able to detect transcriptional adaptation (increased abundance of transcripts from genes possessing homologous sequences) if it was induced by the hu2787 allele of *fmr1* at 2 dpf. However, the small number of gene sets identified as statistically significantly enriched in *fmr1^*hu*2787^* homozygous mutants may reflect the limited sample size used. It is also conceivable that transcriptional adaptation effects on transcript abundance are dependent on developmental stage and that we did not examine the transcriptome at an appropriate time to observe these effects. Future studies using larger sample sizes and examining a range of developmental stages would give improved definition of enriched gene sets (suggesting altered cellular functions) and would also likely identify additional genes on Chromosome 14 with expression affected by mutation of *fmr1*.

## Conclusion

Despite the apparent NMD of *fmr1*^*hu*2787^ transcripts, and the reported milder developmental phenotype of *fmr1*^*hu*2787^ homozygotes relative to individuals in which the function of this gene is suppressed using morpholinos, we did not see evidence for transcriptional adaptation by increased transcription of genes possessing sequences with homology to *fmr1*, at least at 2 dpf. This illustrates possible variability of the occurrence of the recently discovered transcriptional adaptation mechanism, and that more research is required to understand the factors modulating it. Our analysis has revealed the accumulation on zebrafish Chromosome 14 of genes for which expression is affected by mutation of *fmr1*. This may be the result of selection over evolutionary time for robust cellular homeostasis together with linkage between particular combinations of alleles of functionally related genes. Loss of *fmr1* gene function in the zebrafish *fmr1*^*hu*2787^ model produces similar effects on the brain transcriptome to loss of the orthologous gene in mice, and supports the translatability to humans of discoveries regarding *fmr1* function made using zebrafish.

## Data Availability Statement

All data described in this paper are available within the paper itself, or in the Supplementary Data Files. The RNA-seq data are available at the Gene Expression Omnibus (GEO) database under Accession Number GSE151443. The code used to perform this analysis is available at https://github.com/UofABioinformaticsHub/20190129_Lardelli_FMR1_RNASeq and at https://github.com/baerlachlan/210305_fmr1_snv.

## Ethics Statement

The animal study was reviewed and approved by the Animal Ethics Committee of the University of Queensland. Permit Number QBI/061/17.

## Author Contributions

ML and RIR conceived the study. GJG administered, and ZP performed, zebrafish breeding for embryo collection and preservation. MN prepared RNA for, and administered, RNA-seq analysis. YD designed, performed and analysed qPCR. SMP supervised all bioinformatics analyses. MH and LB identified genes with sequences possessing *fmr1* homology and performed initial DE gene analysis. LB performed further tests to detect transcriptional adaptation and the analysis of allelic diversity in differentially expressed genes. KB performed all other bioinformatics analysis. All authors participated in drafting the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CPM: counts per million
DE: differentially expressed
FC: fold change
FDR: false discovery rate
*FMR1*: *FMRP translational regulator 1* (human gene)
*Fmr1*: mouse orthologue of human *FMR1*
*fmr1*: zebrafish orthologue of human *FMR1;*
FXS: Fragile X Syndrome
gDNA: genomic DNA
GATK: Genome Analysis Toolkit
GEO: Gene Expression Omnibus
KEGG: Kyoto Encyclopaedia of Genes and Genomes
MD: mean-difference
mGluR: metabotropic glutamate receptor
mitfa/nacre: *melanocyte inducing transcription factor a* gene
morpholino: morpholino antisense oligonucleotide
MPEP: 2-methyl-6-(phenylethynyl)pyridine
NMD: non-sense-mediated decay
PC: principal component
psen1: *presenilin 1* gene
*rpl13*: *Ribosomal Protein L13* gene
SNP: single nucleotide polymorphism
TILLING: Targeting Induced Local Lesions in Genomes.

How the deposited data were processed for this re-analysis (not part of the article)

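RNA-seq was done on 8 libraries, each from 1 clutch of whole zebrafish embryos at 2 dpf. Of these, 4 clutches were homozygous for the hu2787 allele of *fmr1* (S2, S4, S5 and S8) and 4 were wild type (A, D, G and L). The clutch names and genotypes were taken from the paper and from the sample labels, which gave the same assignment. The authors trimmed the reads with AdapterRemoval (2.2.1), aligned them to GRCz11 (Ensembl release 94) with STAR (2.5.3a) and counted them with featureCounts (1.5.2). Their counting command kept reads with a mapping quality of at least 10 that lay wholly within the exons of 1 gene on its strand, and named no option for read pairs. The deposited values are whole-number counts of reads per gene for each library, without normalisation or filtering. The deposited table also gives the length and position of each gene on GRCz11.

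All computation from the deposited counts was done with R (4.3.3). Gene symbols were found in a name table for 28988 of the 32057 genes. For 3 genes labelled in Figure 1D and for *mitfa*, which that table did not settle, the gene was found through its neighbours in the RefSeq annotation of another assembly (GRCz12tu), of which no coordinates are given. Genes with more than 1 count in at least 4 libraries were kept, following the wording of the paper, which left 23567 genes. They were normalised with TMM and compared between genotypes with edgeR (4.0.16), using its quasi-likelihood test with Benjamini-Hochberg adjustment. CPM values were normalised by TMM, and log2 CPM values used a prior count of 2. Mean values are given with the SD over 4 clutches. Permutation tests were exact over the 70 arrangements of 8 clutches, or over the 35 splits into groups of 4, with the genotypes interchangeable. The smallest two-sided *p*-value these allow is 0.0286. Over-representation by chromosome was tested with Fisher's exact test, one-sided, with Bonferroni adjustment over 26 chromosomes. Gene sets were tested with fry from limma (3.58.1), non-directional for the chromosomes and one-sided upward for the genes with homology to *fmr1*. A gene whose clutches of one genotype were all at or under 3 counts was given a lower bound for its fold change in place of the fitted value. Counts of reads are not counts of independent molecules, so the limit of 3 counts covers counting error only. The 95% intervals of shares treat genes as independent. Genes measured in the same 8 clutches are not, so these intervals can be too narrow.

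Total counts per library and the spread between clutches are given with the description of the experiment. The median standard error of the log2 fold change was 0.220 over all genes tested and 0.183 over genes above 1 CPM. The fit was tested on simulated data before use, with 200 genes with a mean count of at least 20 changed by known amounts among 23293. The quasi-likelihood test recovered 136 of them (68%), with 6 false calls. It called 142 genes there against 3 in the real data, so this share can overstate the recovery of single genes.

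These choices were made before the data were examined: the assignment of samples, the test and filter for each result, the rule for the genes named, and the alternatives. The rule named every gene of Table 1, every gene marked as DE in the part of Supplementary Data File 1 at hand, every gene labelled in Figure 1D, *mitfa*, and the 10 genes with the largest change among those past an FDR of 0.05 with separated genotypes. The gene *ampd2a* and the genes below the CPM filter were named after their values were seen. The alternatives were the likelihood-ratio test of the paper, DESeq2 (1.42.0), limma-voom, RLE and upper quartile normalisation, offsets by gene length, other filters on low counts, 1 surrogate variable from sva (3.50.0), the replicate number as a block, other gene lists and gene set tests, and leaving out each clutch in turn. A form of the quasi-likelihood test with bias-adjusted deviances, and a factor for the clutches numbered 1 and 2 in the labels against those numbered 3 and 4, were added after the data had been seen.

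Conditional Quantile Normalisation and goseq were not installed and no GC content was used here. The part of Supplementary Data File 1 at hand held 1997 of the paper's 18280 genes and served only to compare single values and calls. Supplementary Data Files 2 to 5, the KEGG and HALLMARK gene sets, the SNP calls and the qPCR of genomic DNA were not used here. No passage is given for the results of the SNP calls or the qPCR. The passages on lysosomal genes and on genes with homology to *fmr1* stand at conclusions that rest in part on the gene sets or on Supplementary Data File 5, and give values from the RNA-seq counts alone. The 14 genes with homology were taken from the labels of Figure 1D. No per-sample column of the table was left unused.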

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

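All tests of explanations in this part were chosen after the results had been seen. In 7 of 90 groups of 4 clutches, 1 clutch lay far from the other 3, with a gap to its nearest neighbour, as a share of the range of the group, above Dixon's 95% critical value for 4 samples. By chance 4.5 such groups would be expected, so their number calls for no explanation as a set.

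Among wild type clutches, G stood highest for *slc7a2*, at 11.5 CPM against 8.34 to 8.81 (gap 0.85 of the range), and for *anks1b*, at 31.3 CPM against 22.5 to 23.4 (gap 0.9). Clutch D stood lowest for *slco1d1*, at 13.2 CPM against 17.4 to 17.5 (gap 0.984). Clutch L had the lowest total, 29296538 counts against 32624379 to 33205738 (gap 0.851). Among mutant clutches, S2 stood highest for *pcdh1g1*, at 4.97 CPM against 2.91 to 3.09 (gap 0.913). Clutch S5 stood highest for *nr2f6a*, at 55.6 CPM against 40.2 to 42.5 (gap 0.853), and had the fewest genes with at least 1 count, 24227 against 24512 to 24529 (gap 0.944).

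A technical fault of one library would place most of these results in 1 clutch. They were spread over 5 clutches, with at most 2 in one clutch, which argues against a fault of one library behind all of them. Total counts are removed by the normalisation, which leaves the low total of L without effect on the level of single genes. Both *pcdh1g1* and *slco1d1* belong to gene families whose shared reads were not counted, and differences between clutches in the alleles of such genes may also move the counts. The counts hold no alleles, so that this was not tested. Each clutch had its own parents, and a difference between families stays open for each of these genes.

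The paper analysed 18280 genes, and a filter on more than 1 count instead of 1 CPM adds 5287 genes to that number. In these, the likelihood-ratio test called 14 genes at an FDR under 0.05. In the mutant clutches 10 were higher and 4 were lower, and 13 separated the genotypes in all clutches (2.86% of genes would by chance). The quasi-likelihood test called 0 of the 14, with unadjusted *p*-values between 0.000155 and 0.00235, all under 0.05. Their counts were low, at most 67 in one clutch. The gene *amy2al2* had 49, 20, 27 and 57 counts in the mutant clutches and 8, 2, 3 and 6 in the wild type clutches. On Chromosome 14 lie 3 of the 14 genes, ENSDARG00000098415, *itln3* and *lcp2b*, and all 3 were lower in the mutant clutches. These genes were singled out after their values were seen.

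Library size would move these genes one way. Since 4 were lower while 10 were higher, library size was not the cause of the set. Other groupings of the clutches remain open: 6 of the 35 splits of the 8 clutches gave as many calls below the CPM filter, so that the number is within what a regrouping of these clutches gives. No biological explanation was tested for these genes.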

How the results depend on the processing

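A form of the quasi-likelihood test with bias-adjusted deviances, and a factor for label numbers 1 and 2 against 3 and 4, were chosen after seeing the data. The number of DE genes was 3 with RLE or upper quartile normalisation, with each other filter for the quasi-likelihood test, and with the bias-adjusted deviances. It was 2 with limma-voom or with 1 surrogate variable. It was 31 with the likelihood-ratio test, 32 with that test and gene length offsets, 15 with that test and the CPM filter, and 36 with DESeq2. The cause was not tested. In the simulated data, however, the likelihood-ratio test made 28 false calls where the quasi-likelihood test made 6. Genes higher in the mutant clutches were 2 of 3 by the quasi-likelihood test and 20 of 31 by the likelihood-ratio test.

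The sample labels number the clutches 1 to 4 in each genotype. With the replicate number as a block, 0 genes were DE, against 2223 with an unadjusted *p*-value under 0.05. The log2 fold change of *fmr1* was −1.22 with an FDR of 0.0658 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the FDR of Chromosome 14 by fry was 0.118. With no DE genes, the number on Chromosome 14 was 0 as well. The block takes degrees of freedom from the fit. Deviations of clutches with the same number correlated at 0.249, −0.209, −0.0122 and 0.181 across genes, which are not independent replicates, so the numbers do not pair the clutches.

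With label numbers 1 and 2 against 3 and 4 as a factor, 2 genes (*fmr1* and *smtnl1*) were DE, *CU468164.1* lost its call, and 3038 had an unadjusted *p*-value under 0.05. The log2 fold change of *fmr1* was −1.22, and the FDR of Chromosome 14 by fry was 0.0179. The factor was picked for its values among the splits, so these numbers are not those of a factor set in advance. The difference between genes near to and far from *fmr1* was 0.363 percentage points with it. Of the genes with homology to *fmr1*, 3 had an unadjusted *p*-value under 0.05, and the one-sided *p*-value by fry for the set was 0.924.

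Across the 8 fits that each left out one clutch, the number of DE genes was 1 to 3, all on Chromosome 14 (1 to 3 genes), and *fmr1* was among them in each. Its log2 fold change was −1.26 to −1.16, and its FDR 0.0177 to 0.0411 by the quasi-likelihood test with Benjamini-Hochberg adjustment. *smtnl1* lost its call in 6 of the fits and *CU468164.1* in 7. The cause was not tested. Without S5, 4588 genes had an unadjusted *p*-value under 0.05, against 2218 with all clutches and 1116 without A.

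Over-representation of Chromosome 14 among DE genes held under each alternative with more than 1 DE gene. With *fmr1* and genes within 5 Mb left out of the list it had 1 gene and a Bonferroni-adjusted *p* of 0.749 by Fisher's exact test, because 1 gene cannot pass it. The fry FDR of Chromosome 14 stayed under 0.05 with RLE (0.0232) and the CPM filter (0.0404). It was 0.0536 with voom weights, 0.104 without the DE genes, 0.878 for the directional test, and 0.959 and 0.939 with camera. Without 1 clutch it was 0.000122 to 0.535, above 0.05 in 7 of 8 fits. The median log2 fold change of Chromosome 14 moved to 0.097 with library size alone as normalisation, where the median of all genes was 0.12, so that the shift is that of all genes. The difference between genes near to and far from *fmr1* was 3.60 at 5 Mb and 6.82 at 15 Mb (exact permutation *p* = 0.0857 for each), 0.813 by the likelihood-ratio test (exact permutation *p* = 0.686), and −2.02 to 3.09 percentage points without 1 clutch.

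The set of genes with homology to *fmr1* kept its downward direction under each alternative but that with *fxr1* and *fxr2* alone, where the one-sided *p*-value by fry was 0.369. Without 1 clutch the *p*-value was 0.657 to 0.972. No gene of the set had an FDR under 0.05 in any of the fits run for it. With all clutches, 1 had an unadjusted *p*-value under 0.05, or 3 with the factor for label numbers. Leaving out 1 clutch gave 6 without S5, 2 without S2, G or L, and 1 without S4, S8, A or D. No alternative brought the *p*-value of PC1 or PC2 under 0.05.

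Reversals of single genes were near 0 throughout. The log2 fold change of *ikzf5* was 0.00079 with DESeq2, 0.00013 with RLE, 0.022 with upper quartile normalisation, 0.017 with the CPM filter and 0.017 with that filter and the likelihood-ratio test. That of *fxr2* was 0.0072 with DESeq2, 0.0072 with RLE, 0.028 with upper quartile, 0.0049 with length offsets, 0.022 with the CPM filter, 0.022 with that filter and the likelihood-ratio test, and 0.0013 with filterByExpr. Without 1 clutch, *ikzf5* was −0.057 to 0.014, *fxr2* −0.077 to 0.066, *anks1b* −0.0022 to 0.21 and *eno3* −0.11 to 0.19. The cause was not tested. Of the values of single genes that kept all clutches, without those of the factor for label numbers, 412 stayed on their side of the FDR threshold and 53 passed it only under the alternative, while 4 lost it and 12 reversed.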

Differences from the paper's values

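The paper reports 21 DE genes, and 3 were found here. Of the alternatives set before the data were examined, the likelihood-ratio test (31 genes) and that test with the CPM filter (15 genes) came within 1.5 times of the paper's number. The others did not, with 36 genes by DESeq2, 32 with length offsets and at most 3 otherwise. The paper reports 12 DE genes on Chromosome 14. The number was 3 here, 12 with the likelihood-ratio test and 12 with that test and length offsets. It was 12 with DESeq2 and 9 with the likelihood-ratio test and CPM filter. Equal numbers do not mean equal genes. The likelihood-ratio test did not call *ctsf*, *mgst2* or ENSDARG00000071697 of Table 1, and called the low-count genes ENSDARG00000098415, *itln3* and *lcp2b*. The remaining tests, normalisations, filters and fits without 1 clutch gave at most 3.

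Of the 21 genes of Table 1, 14 were called by the likelihood-ratio test with or without length offsets, 17 by DESeq2 and 12 by the likelihood-ratio test with the CPM filter. Between them these called *slc7a2*, *si:dkey-35h6.1*, *plekhf1*, *rnf4*, *cyp4v7*, *si:dkey-31g6.6*, *pcdh1g1*, *gla*, *rtkn2a*, *nocta*, *atat1*, *ctsf*, *slco1d1* and ENSDARG00000071697, of which the last 3 were called by DESeq2 alone. No setting called *si:dkey-85k7.7*, *znf1179*, *cidec* or *mgst2*.

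The part of Supplementary Data File 1 at hand, 1997 of its 18280 genes, marks 14 genes as DE, and 12 of these are in Table 1. The genes *nop58* and *si:ch211-191a16.2* are marked there and are not in Table 1. Against these 14, 3 were found here. The likelihood-ratio test with the CPM filter gave 15, which included all 14, and no other alternative set before the data were examined came within 1.5 times. The 15th gene, *ampd2a*, had an FDR of 0.0499 by edgeR's likelihood-ratio test with Benjamini-Hochberg adjustment and 0.0516 in the paper's table. Under the same setting, the log2 fold changes of the 1997 genes differed from the paper's by a median of 1.28e-06 and at most 0.00019. This setting used TMM without Conditional Quantile Normalisation, so the log2 fold changes in that part were reached without it.

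For Chromosome 14 the paper reports an FDR by fry of 0.16, and 0.0272 was found here. The paper ran fry with HALLMARK and KEGG gene sets as well as chromosomes, on values from Conditional Quantile Normalisation, whereas the FDR here was adjusted over the 26 chromosomes alone, on TMM-normalised values. How much of the gap comes from these choices was not tested. With the replicate number as a block it was 0.118, and without S4, D, G or L it was 0.187, 0.170, 0.131 and 0.139, each within 1.5 times of the paper's value. The other alternatives set before the data were examined did not come as close.

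For *ctsf* the paper gives about 0.66 (Table 1, read by eye) against 0.49 here, and only leaving out S5 (0.55) brought it within the error. For *znf1179* it gives about 0.62 (Table 1, read by eye) against 0.49 here. DESeq2, limma-voom, RLE, upper quartile normalisation, the CPM filter with either test, filterByExpr, the replicate block, 1 surrogate variable, and leaving out S4, S5, S8, G or L brought it within the error. The others did not. For ENSDARG00000071697 it gives about 0.44 (Table 1, read by eye) against 0.34 here, and DESeq2, RLE, upper quartile normalisation, the CPM filter with either test, and leaving out S2 or S8 brought it within the error.

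The paper states that 18280 genes had more than 1 count in at least 4 libraries. That filter left 23567 genes here, and a filter on more than 1 CPM left 18280. With the likelihood-ratio test, the filter on CPM also gave the log2 fold changes of the paper's supplement. The paper's values there are therefore those of a filter on CPM, and the main results here follow its wording.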

Other observations

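The permutation test of genes near to and far from *fmr1* was set before the data were examined. All other tests of explanations in this part were chosen after the results had been seen. The 8 clutches can be split into groups of 4 in 35 ways, the real split included. As many genes with an FDR under 0.05 as between the genotypes were found in 3 of the 35 splits by the quasi-likelihood test and in 7 by the likelihood-ratio test. The number of DE genes alone therefore does not set the genotypes apart from other groupings of these clutches. The split of S2, S4, A and D against the other clutches gave 1229 genes by the quasi-likelihood test and 1873 by the likelihood-ratio test. It places the clutches numbered 1 and 2 in the sample labels against those numbered 3 and 4, with 2 clutches of each genotype on each side, and PC2 separated the same clutches. The paper's text and the labels name no batch, and what divides these clutches was not analysed here. With this division as a factor beside genotype, 2 genes had an FDR under 0.05 by the quasi-likelihood test.

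The share of Chromosome 14 genes did set the real split apart. It was largest in the real split, 1 of 35, by each of 2 measures: Chromosome 14 genes among the 100 genes with the smallest *p*-values, and the excess of Chromosome 14 genes with an unadjusted *p*-value under 0.05. The share of Chromosome 14 genes among DE genes was also largest in the real split (1 of 35), but that decides little, since only 3 of the other 34 splits had any DE gene. By number, the split of S2, S4, A and D had more, with 24 of its 1229 genes on Chromosome 14. The Chromosome 14 set by fry was less distinct, with as small a non-directional *p*-value in 2 of the 35 splits. The median log2 fold change of Chromosome 14 genes was as large or larger in 30 of the splits.

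Several explanations for the excess on Chromosome 14 were tested. If it were confined to the 10 Mb on either side of *fmr1*, genes farther away would not differ from other chromosomes, but their share with an unadjusted *p*-value under 0.05 was 7.92 percentage points higher, a difference that only the real split reached (1 of 35). The difference between near and far genes itself was reached by 6 of the 35 splits. A changed copy number would give an excess in one direction only, but genes higher in the mutant clutches were in excess by 4.12 percentage points and genes lower by 4.79. Expression level and gene length did not account for it either, since 10000 lists of genes from other chromosomes matched on both had at most 14.0% of genes with an unadjusted *p*-value under 0.05 (mean 9.83%), against 18.0% on Chromosome 14. Neighbouring genes that share reads or belong to one family were weighed by counting each 1 Mb stretch once. Among the 100 genes, 15 such stretches lay on Chromosome 14 (Bonferroni-adjusted *p* = 8.66e-06 by Fisher's exact test).

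Alleles carried on the Chromosome 14 of the mutant parents cannot be told apart from an effect of the mutation with these counts, which hold no alleles. Of the other 34 splits, 8 had some chromosome over-represented among the 100 genes with each 1 Mb stretch counted once, and in 3 of them Chromosome 4 ranked first. Of the 8, 4 placed 3 clutches of one genotype against 1 and so overlap with the genotypes, and Chromosome 14 was over-represented in 2 of these. The other 4 placed 2 clutches of each genotype on each side, out of 18 such splits, and Chromosome 14 was over-represented in 0 of the 18. Genes therefore gathered by chromosome in some groupings that divide the genotypes evenly, a pattern that differences between the parents may give. This is a hypothesis from the same data. An effect of the *fmr1* mutation on the expression of linked genes stays open beside it.

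On Chromosome 22, the excess of genes with an unadjusted *p*-value under 0.05 over the chromosomes other than 14 was reached by no other split (1 of 35). No explanation for Chromosome 22 was tested.

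Among the genes with homology to *fmr1*, other groupings gave results as large: 15 of the 35 splits had as many with an unadjusted *p*-value under 0.05, and 8 had as small a two-sided fry *p*-value. The non-directional fry *p*-value of 0.00844 was as small in 2 of the 35 splits.

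The gene *mitfa*, whose w2 allele was present in some of the clutches according to the paper, lies on Chromosome 6 (forward strand, 43390387 to 43433277). It had 305, 240, 361 and 220 counts in the mutant clutches and 335, 332, 402 and 296 in the wild type clutches, a log2 fold change of −0.28 (standard error 0.209). Its FDR was 0.670 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change was −0.51 without S5 (FDR 0.123 by the same quasi-likelihood test), −0.18 without S4 and −0.16 without S8. Which clutches carried that allele was not analysed here.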
